A study of Caenorhabditis elegans with 24 samples.

How the data were processed

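The series measured polyadenylated RNA from whole Caenorhabditis elegans hermaphrodites at the L4 larval stage. The 4 strains were the laboratory wild type N2 and mutants of efk-1 (allele ok3609, the kinase of translation elongation factor eEF2), zip-2 (allele tm4248, a bZIP transcription factor) and cep-1 (allele gk138, the worm p53 homolog). Per the labels' protocols, synchronized larvae grew on OP50 bacteria to mid-L4. Fed animals were frozen at that point, and starved animals were washed 5 times in M9 buffer and kept for 8 h on plates without bacteria. Starved animals were therefore also 8 h older than fed animals, and no group separates age from food. Each of the 8 combinations of strain and food had 3 libraries, which makes 24. Groups and replicate numbers were taken from the sample titles.

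Per the labels' protocols, RNA was extracted with Trizol and 1-bromo-3-chloropropane, and strand-specific mRNA libraries were read as 75-base paired ends on an Illumina HiSeq machine. The labels give no counting tool, aligner, genome build or annotation. The table deposited by the authors was taken to hold estimated counts per gene, because 9.00% of its nonzero values have a fractional part and the 24 columns sum to different totals. It has 43800 gene entries, of which 20992 had no read in any library. A gene name was present for every entry, 11 names had been turned into dates, and 42102 names matched a symbol of the Ensembl release 115 annotation of WBcel235. Coordinates are given from that annotation only, because the build behind the counts is not stated. Whether the counter used strand or how it shared reads between near-identical genes is not stated either, so members of gene families and overlapping genes carry that uncertainty. Every per-sample column of the table was used.

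The estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes passed edgeR's expression filter at its defaults (minimum count 10, minimum total 15, on the 8 groups), which left 15871 genes. Libraries were scaled by TMM factors, dispersions were estimated, and robust quasi-likelihood fits gave each gene 1 mean per group in a single model of the 24 libraries with 16 residual degrees of freedom. The common biological coefficient of variation was 29.0%. The 13 contrasts were starved against fed in each strain, each mutant against N2 in fed and in starved animals, and for each mutant the difference between its starvation response and that of N2 (the interaction). Adjusted p values are Benjamini-Hochberg values over the genes tested, and a gene is called at an adjusted p under 0.05. Standard errors (SE) of log2 fold changes come from the same fits. CPM values are counts scaled to the library total and TMM factor. Against a group whose libraries all had 3 counts or fewer, a fold is given as a lower bound computed at 3 counts.

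Total counts ranged from 14622266 to 30266282 per library, a ratio of 2.07. Reads carried no molecular identifiers, so the lower bounds cover counting error only. On simulated counts for the 15871 genes with 200 genes changed, the same steps called 103 (51.5%): 84% of genes changed 4-fold and 19% of genes changed 2-fold, with 3 false calls. The changes were set in starved efk1 against N2 only, and not in genes with few counts. Where few genes change, many changes of 2-fold are thus below what 3 libraries per group can detect. With many changed genes, as after starvation, Benjamini-Hochberg adjustment is less strict, so these shares do not carry over. They are also not shown for genes with few counts. In a second simulation 1 list of 25 shifted genes gave a camera p of 1.09e-10, and 2 of 100 unshifted lists had a p under 0.05.

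A set of 13 lists of genes was tested with camera from limma 3.58.1, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, in 10 contrasts, with Benjamini-Hochberg adjustment over the 130 tests. They were base excision repair, nucleotide excision repair, other DNA damage response, nuclear-encoded electron transport chain, ribosomal proteins, genes raised by fasting, genes lowered by fasting, reported targets of CEP-1 and ZIP-2, sperm genes, major sperm proteins, oocyte genes, yolk proteins and collagens. A list of electron transport genes of the mitochondrial genome matched 0 of its 12 symbols and was not analysed here. The genes named were the targeted genes, list members, and for each contrast the called genes with the largest fold changes among those with a mean log2 CPM of at least 2 and complete separation of the replicates. That rule took 5 genes each way for starvation in N2 and 2 each way elsewhere. The groups, the tests of the 13 contrasts and of the lists, the naming rule and the alternatives were fixed before the data were examined, except the replicate block in fits of only the groups compared (alone and, for the lists, with fry or an estimated correlation) and 2 lists of male and embryonic genes. Tests of explanations for the patterns found were chosen later, several of them after the results they explain were seen.

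Replicates were compared before averaging. No pair of libraries within a group differed by as little as counting noise, since the lowest chi-square per degree of freedom was 10.4 over genes with a mean count of at least 20. The titles give the same replicate numbers to all groups, without saying that a number marks a shared batch. Deviations from the group means were therefore correlated between libraries of the same number. All 3 pairs exceeded an r of 0.1 for starved efk1 with starved N2 (r from 0.39 to 0.75). They also did for starved zip2 with starved N2 (r from 0.54 to 0.69), and in no other comparison. The numbers were therefore taken to pair the libraries there and not elsewhere. Starved cep1 with starved N2 gave r of 0.12, -0.69 and -0.38 in replicate order. With 3 libraries per group, r of this size thus does not by itself show a shared batch. The pairing comes from this check of the values alone.

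The alternatives were DESeq2's size factors in the edgeR fit, no expression filter, DESeq2 1.42.0, fits of only the groups compared, the replicate number as a block, a 2-fold minimum, leaving out each library in turn, and for the lists fry, an estimated correlation and a prior count of 0.5. Where comparisons share N2 libraries, overlaps are set beside 20 simulations of unchanged groups against these libraries. The simulated groups were drawn around the mean of the same N2 libraries.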

Results

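Transcript levels were measured by strand-specific mRNA sequencing in whole L4 hermaphrodites of N2 and of efk-1, zip-2 and cep-1 mutants, either fed or starved for 8 h. Each of the 8 groups had 3 libraries. Total counts per library, in replicate order, were 23172366, 30266282 and 19550890 for fed N2 and 18353634, 17677381 and 29638706 for starved N2. They were 19070712, 20912772 and 14622266 for fed efk1 and 22538463, 24815365 and 22580452 for starved efk1. The zip2 libraries held 18532686, 17701901 and 20825159 counts when fed and 22492679, 16975085 and 15245211 when starved. Libraries labelled cep1 held 24006670, 21599459 and 22180087 counts when fed and 22519865, 21791269 and 21311081 when starved.

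Across genes, log2 CPM of replicate libraries correlated with r from 0.949 to 0.989 (median 0.975 over 24 pairs), against 0.797 to 0.988 (median 0.934 over 252 pairs) between libraries of different groups. The first principal component held 55.7% of the variance and the second 12.1%. On the first, every starved library of a strain lay above every fed library of that strain. The lowest replicate correlation was in starved zip2 (r from 0.949 to 0.978).

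The targeted genes were examined first, as a check of the strain labels. efk-1 (WBGene00001160) is a protein-coding gene on chromosome III, 6164906 to 6168547, minus strand, with up to 6 exons in the WBcel235 annotation. Its level was 34.9 ± 4.67 CPM (SD, n = 3) in fed N2 and 8.31 ± 1.08 CPM in fed efk1, a log2 fold change of -2.07 (SE 0.20, edgeR adjusted p 5.75e-06), or 23.8% of N2. In starved animals it was 86.2 ± 16.2 CPM in N2 and 11.8 ± 1.26 CPM in efk1, a log2 fold change of -2.87 (SE 0.20, adjusted p 2.82e-08), or 13.6% of N2. Starvation raised efk-1 in N2 by a log2 fold change of 1.30 (SE 0.19, adjusted p 5.03e-05), in zip2 by 1.01 (adjusted p 6.59e-04) and in the libraries labelled cep1 by 0.81 (adjusted p 0.00319).

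zip-2 (WBGene00019327) lies on chromosome III, 832982 to 835814, plus strand, with up to 6 exons. It was at 281 ± 44.4 CPM in fed N2 and 160 ± 33.7 CPM in fed zip2, a log2 fold change of -0.81 (SE 0.25, adjusted p 0.258). In starved animals it was at 314 ± 6.27 CPM in N2 and 219 ± 66.4 CPM in zip2, a log2 fold change of -0.52 (SE 0.25, adjusted p 1). Neither difference was called. Replicate 1 of starved zip2 stood at 289.8 CPM, close to the 309.8 to 321 CPM of starved N2. The irg-2 gene, a reported ZIP-2 target, had at most 2 counts in every fed zip2 library and at most 1 in every starved one, against at least 19 in fed N2 and at least 4 in starved N2. Its adjusted p was 0.116 in fed and 0.10 in starved animals, both in the unpaired fit. In the paired fit of starved zip2 and N2, 1 of the 3 tested targets of CEP-1 and ZIP-2 was called lower over all genes. That count does not name the gene.

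cep-1 (WBGene00000467) lies on chromosome I, 8324286 to 8328859, plus strand, with up to 13 exons. Its level in the libraries labelled cep1 was not called different from N2. It was 40.4 ± 10.9 CPM against 31.9 ± 17.1 CPM in fed N2 (log2 fold change 0.34, SE 0.33, adjusted p 0.552) and 41.2 ± 4.48 CPM against 47.6 ± 1.74 CPM in starved N2 (log2 fold change -0.21, SE 0.33, adjusted p 0.818). The starved libraries labelled cep1 (36.59 to 45.53 CPM) lay just below those of N2 (45.9 to 49.38 CPM), while the fed ones overlapped. Without fed N2 replicate 1, in which cep-1 was at 12.6 CPM, the fed value was -0.043. Gene-level counts therefore do not show the genotype of these libraries, and they are called the libraries labelled cep1 throughout.

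**Figure D1:**
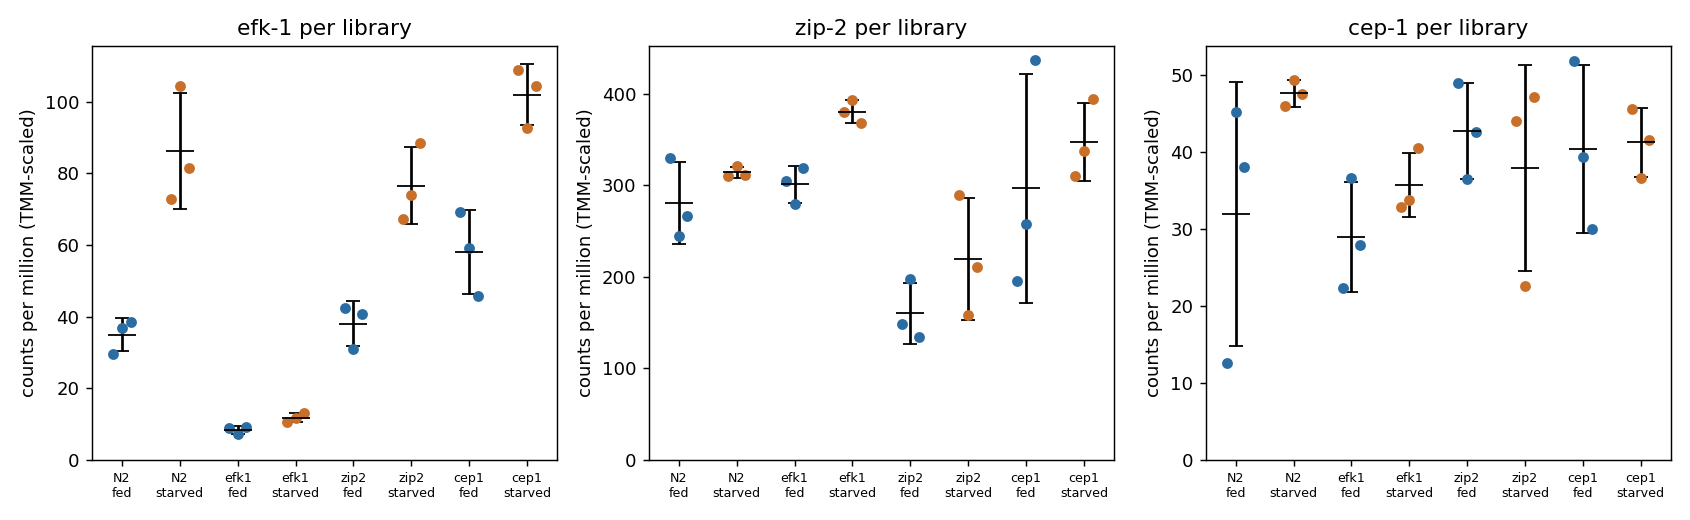
CPM values of efk-1, zip-2 and cep-1 in each of the 24 libraries (points, fed in blue and starved in orange), with the mean and SD of each group of 3. efk-1 was lower in all efk1 libraries than in any other library, and cep-1 in the libraries labelled cep1 overlapped N2 in fed animals and lay just below N2 in starved animals.

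The response to 8 h without food was tested in each strain by comparing starved with fed libraries. In N2, 5132 of 15871 genes were called, 2523 higher and 2609 lower after starvation, and 3391 of these changed at least 2-fold. Without starved N2 replicate 2 the count was 3072, the largest shift among the alternatives, and without fed N2 replicate 1 it was 3411. Among genes chosen by the fixed rule, tts-1 rose from 3.44 ± 1.70 to 702 ± 172 CPM (log2 fold change 7.69, SE 0.60, adjusted p 2.57e-08). F48C1.9 rose by 7.63, thn-1 by 7.25 and ilys-3 by 6.63 on the log2 scale, and dod-3 was at least 67.9-fold higher. pgp-1 fell by 7.13 on the log2 scale, from 374 ± 67.2 to 2.63 ± 0.638 CPM (adjusted p 2.01e-07). F19B2.5 fell by 6.84 and lbp-8 fell by 6.62, Y45G12C.4 was at least 106-fold lower and Y48E1B.8 at least 66.4-fold lower.

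In efk1, 4024 genes were called (2181 higher, 1843 lower), in zip2 5460 (2796 higher, 2664 lower) and in the libraries labelled cep1 4505 (1956 higher, 2549 lower). Leaving out 1 library lowered these counts to 2348 for efk1 (without starved replicate 2), to 3252 for zip2 (without starved replicate 2) and to 2760 for cep1 (without fed replicate 3). A fit of only the 6 libraries compared called 2056 genes for cep1. Called in all 4 strains were 882 genes higher and 1081 lower after starvation. Between N2 and any mutant, 18 genes were called in opposite directions. Across genes, starvation log2 fold changes of N2 correlated with those of efk1 at r = 0.857 (Spearman 0.836), of zip2 at r = 0.900 (Spearman 0.863) and of cep1 at r = 0.837 (Spearman 0.813). These describe genes, which are not independent replicates. With no expression filter they were 0.611, 0.654 and 0.598.

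Whether a mutation changed the starvation response was tested by the interaction of strain and food. For efk1, 39 genes were called, all with a more positive response than in N2, and 0 in the other direction. The count ranged from 0 to 39 across the 12 fits that each left out 1 library and was 0 in 7 of them, for example without fed N2 replicate 2, and it was 110 with DESeq2. By the fixed rule F45D11.14 (interaction 10.46, SE 2.08, adjusted p 0.0433) and fipr-6 (interaction 2.97, SE 0.59, adjusted p 0.0415) are named. F45D11.14 lost its call in 11 of the 12 fits that left out a library and fipr-6 in 9, and both lost it in fits of only the groups compared (adjusted p 0.0595 and 0.0514). Moreover, fipr-6 belongs to a cluster of similar genes that may share reads. For zip2 the interaction called 0 genes, with 195 at an unadjusted p under 0.05. For cep1 it called 0, with 902 at an unadjusted p under 0.05 and 793.6 expected by chance. The cep1 count was 64 with DESeq2, and 31 without starved cep1 replicate 3.

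**Figure D2:**
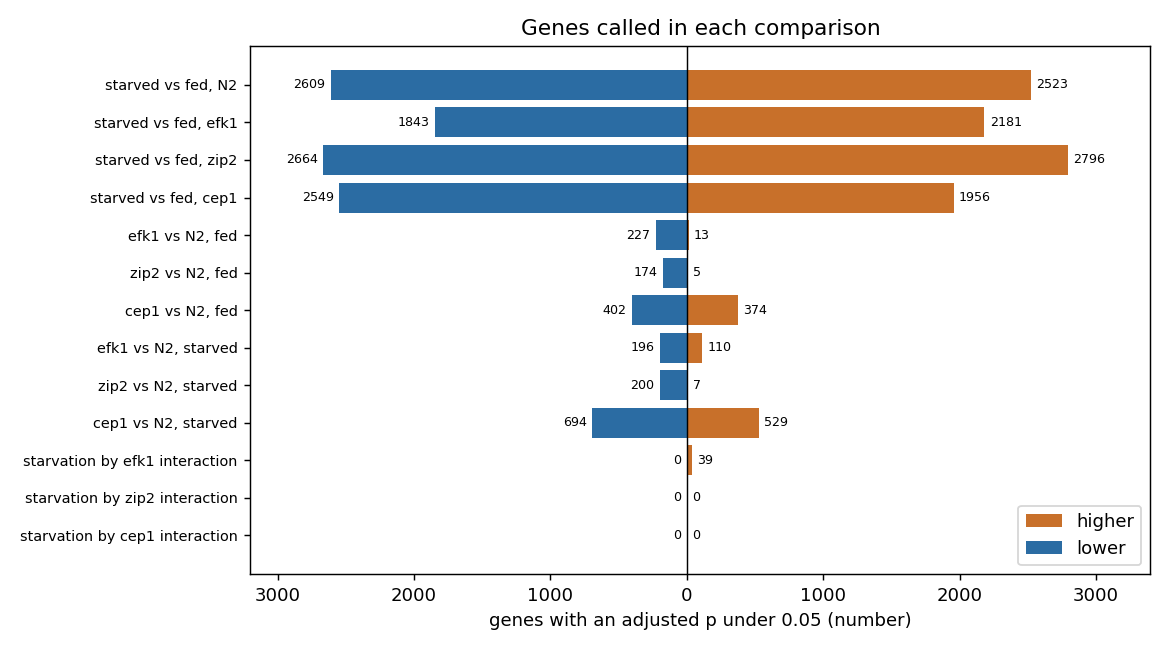
Number of genes with an edgeR adjusted p under 0.05 in each of the 13 comparisons, higher to the right (orange) and lower to the left (blue). Starvation called 4024 to 5460 genes in each strain, and the comparisons of a mutant with N2 called 179 to 1223.

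Each mutant was compared with N2 in fed animals. In efk1 240 genes were called, 13 higher and 227 lower. In zip2 179 were called, 5 higher and 174 lower. In the libraries labelled cep1 776 were called, 374 higher and 402 lower. Leaving out single libraries moved these counts by over 1.5 times. efk1 gave 58 genes without fed efk1 replicate 1, zip2 gave 68 without fed zip2 replicate 3, and cep1 gave between 197 (without fed cep1 replicate 2) and 2140 (without fed cep1 replicate 3). haf-6 was at 7.14 ± 1.20 CPM in fed N2, 44.2 ± 3.74 CPM in fed efk1 (log2 fold change 2.63, adjusted p 6.94e-07) and 43.8 ± 2.81 CPM in fed zip2 (log2 fold change 2.62, adjusted p 1.48e-06). gakh-1 was higher in both, by 1.69 and 1.52. F45D11.14 was at least 53.1-fold lower in fed efk1, and lower by -3.93 in fed zip2, where 4 of 6 fits without 1 library lost the call (adjusted p 0.118 without fed N2 replicate 2), as did the fit of only the groups compared (0.201). The zip2 value of F45D11.14 was -10.62 without fed zip2 replicate 3, so -3.93 depends on that library. F26D2.16 fell by 3.81 in efk1 and try-8 fell by 3.83 in zip2. In fed libraries labelled cep1, dod-3 was at least 18.9-fold higher and hsp-16.1, which has close copies, was higher by 4.30. dpyd-1 fell by 4.21, from 135 ± 4.75 to 7.27 ± 2.15 CPM (adjusted p 9.30e-10), and Y34B4A.5 fell by 3.73.

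In starved animals 306 genes were called for efk1 against N2, 110 higher and 196 lower. In these libraries replicate numbers were taken to pair the samples. The paired fit of the 6 libraries with a replicate block called 4461 genes, 2384 higher and 2077 lower. That fit has 2 residual degrees of freedom. For zip2 207 genes were called, 7 higher and 200 lower. These libraries were taken as paired too, and the paired fit called 288, 45 higher and 243 lower. For the libraries labelled cep1 1223 were called, 529 higher and 694 lower, but 8 in a fit of only the 6 libraries compared, and 272 without starved N2 replicate 3. For efk1 the count was 159 without starved efk1 replicate 3. haf-6 was also called in starved zip2 (log2 fold change 2.05, adjusted p 4.31e-05), with C25H3.14 (1.27). nas-27 (3.38) and arf-1.1 (2.23) were higher in starved efk1. arf-1.1 lost its call in 3 of the 6 fits without a library, for example without starved N2 replicate 1 (adjusted p 0.0983). F26D2.16 and F59B2.12 were lower in starved efk1 (-4.35 and -4.03) and starved zip2 (-5.18 and -4.99). F59B2.12 lost its call in efk1 without starved efk1 replicate 3 (adjusted p 0.0709). dpy-14 (4.59) and dpy-17 (4.20) were higher in starved libraries labelled cep1, where Y34B4A.5 fell by 4.19 and abu-4, one of a family of similar genes, was at least 9.47-fold lower. abu-4 was not called without starved N2 replicate 3 (adjusted p 0.143) or without starved cep1 replicate 1 (0.117). In unpaired fits of only the groups compared, calls were lost by nas-27 in efk1 (adjusted p 0.1003) and C25H3.14 in zip2 (0.225). Both genes kept their calls in the paired fits. In the unpaired fits dpy-14 (0.0703) and abu-4 (0.105) lost their calls in cep1.

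Overlap between the mutants was then counted. After starvation 166 genes were lower in all 3 mutants than in N2 and 1 was higher in all 3. The comparisons share the N2 libraries. In 20 simulations of unchanged groups drawn around the mean of these libraries, the overlap was 0 at most. Such draws carry any deviation of the N2 libraries, so they cannot show how much of the overlap it causes. In fed animals 128 genes were lower in all 3 mutants and 1 higher, and 118 genes were lower in both conditions. The starved set made up 84.7% of the genes called lower in starved efk1, 83.0% in starved zip2 and 23.9% in starved cep1. These shares refer to the unpaired fits. The paired fits called 2077 genes lower in starved efk1 and 243 in starved zip2, so the efk1 share would be far smaller there. The median CPM over the 166 genes was 1.85 ± 0.280 (SD, n = 3) in fed N2 and 2.48 ± 0.534 in starved N2. It lay between 0.138 ± 0.0656 (zip2) and 0.227 ± 0.127 (cep1) in the fed mutants, and between 0.113 ± 0.0199 (zip2) and 0.366 ± 0.222 (cep1) in the starved mutants. In 146 of the 166, all 6 N2 libraries exceeded all 18 mutant libraries, which chance gives for 7.43e-04% of unchanged genes, although the set was chosen on the starved libraries. Most of these genes had few counts, and 35 are C-type lectin (clec) genes, a family with similar members. The set held 54 genes in fits of only the groups compared, and 73 without starved cep1 replicate 1. Genes lower in all 3 mutants in either condition were then removed from the unpaired calls. This left 100 genes for fed efk1, 28 for fed zip2 and 626 for fed cep1. In starved animals it left 136 for efk1, 35 for zip2 and 1052 for cep1.

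**Figure D3:**
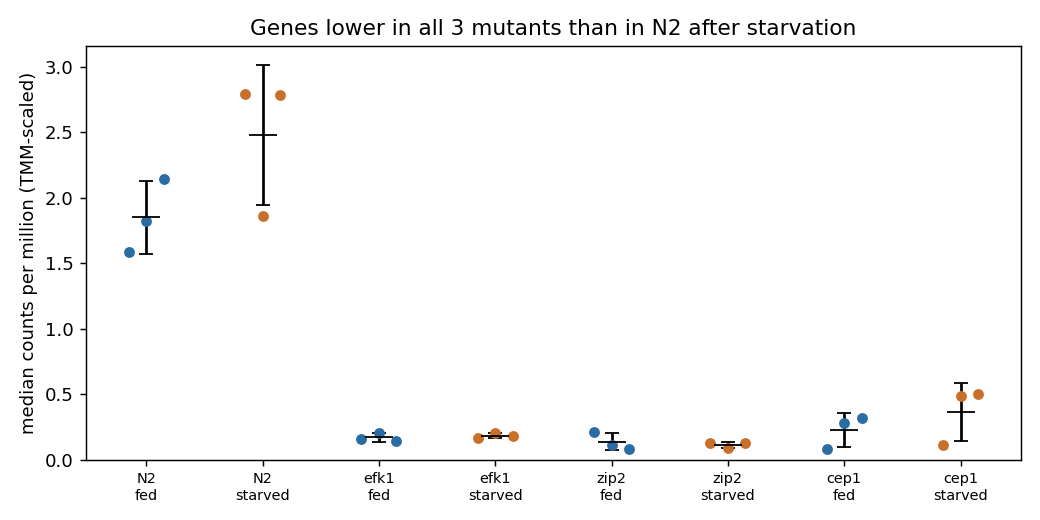
Median CPM, in each library, of the 166 genes called lower in all 3 mutants than in N2 after starvation (points, fed in blue and starved in orange), with the mean and SD of each group of 3. The N2 groups averaged 1.85 (fed) and 2.48 (starved), and the mutant groups 0.113 to 0.366. The starved libraries were used to choose the genes.

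Lists of genes were tested to ask whether DNA repair and mitochondrial transcripts changed with starvation and with efk-1, zip-2 and cep-1. Of the 130 list tests 57 passed an adjusted p of 0.05 (23 up, 34 down) with camera's preset correlation. Only 11 of them passed under fry and 0 with the correlation estimated from the data. The 11 were base excision repair, nucleotide excision repair, other DNA damage, genes raised by fasting and collagens for starvation in N2, collagens in starved efk1 and in the efk1 interaction, CEP-1 and ZIP-2 targets in fed zip2, sperm genes in starved cep1, and genes lowered by fasting in starved cep1 and in the cep1 interaction. Splits of the same libraries, the real one included, often put at least as many lists past the threshold as the real split: 8 of 10 for starvation in N2, 6 of 10 for starved efk1, 8 of 10 for starved zip2 and 6 of 10 for starved cep1. The camera p values below are therefore descriptions.

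Starvation in N2 raised all 11 base excision repair genes (median log2 fold change 0.81, camera adjusted p 8.94e-04), of which 9 were called over all genes and 9 adjusted over the list alone. All 23 nucleotide excision repair genes were higher (median 0.70, adjusted p 2.25e-04), 8 called over all genes and 11 adjusted over the list alone. All 32 other DNA damage genes were higher (median 0.69, adjusted p 3.34e-06), 17 called over all genes and 21 adjusted over the list alone. Of 45 electron transport genes 38 were lower (median -0.18, adjusted p 0.0883), 5 called over all genes and 4 adjusted over the list alone. Among 9 genes raised by fasting 8 were higher (median 1.45, adjusted p 0.00122), 5 of them called and 5 adjusted over the list alone. lipl-3 rose from 1.00 ± 0.111 to 78.6 ± 35 CPM (log2 fold change 6.29, adjusted p 9.99e-09). Of 4 genes lowered by fasting 2 were lower (median -0.20, adjusted p 0.633), with 2 called lower and 1 higher over all genes, and 2 lower and 2 higher adjusted over the list alone. All 13 oocyte genes were higher (median 1.20, adjusted p 5.47e-04), 9 called and 13 adjusted over the list alone. The repair lists were thus not alone in rising, and age cannot be told apart from food. A rise particular to DNA repair is not shown. Collagens were lower in 107 of 135 genes (median -1.97, adjusted p 1.62e-11), 87 called lower and 9 higher, and 89 lower and 12 higher when adjusted over the list alone. Ribosomal proteins (78 genes, adjusted p 0.881), sperm genes (18 genes, 0.157), major sperm proteins (29 genes, 0.697), yolk proteins (6 genes, 0.785) and CEP-1 and ZIP-2 targets (3 genes, 0.926) did not pass.

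In starved efk1 against N2, 0 of 11 base excision repair genes were higher (median -0.43, camera adjusted p 7.53e-04) and 22 of 23 nucleotide excision repair genes were lower (median -0.33, adjusted p 2.38e-04). In this unpaired fit no member of either list was called, over all genes or adjusted over the list alone (0 genes). In the paired fit of the 6 libraries, 10 of the 11 base excision repair genes were called lower over all genes and 11 adjusted over the list alone. Of the 23 nucleotide excision repair genes that fit called 13 lower, and 18 adjusted over the list alone. Camera on the paired libraries gave adjusted p 1.27e-04 and 9.89e-06, adjusted over the lists of this comparison. Under fry, run without pairing, the adjusted p values were 0.268 and 0.266. In the efk1 interaction the medians were -0.28 (adjusted p 0.0410) and -0.26 (adjusted p 0.00961). Of 12 fits without 1 library, base excision repair lost its call in 6 (adjusted p up to 0.268). Nucleotide excision repair lost it in 3 (up to 0.161). In fed efk1 the medians were -0.12 (0.172) and -0.13 (0.261). Electron transport genes did not pass in starved efk1 (median 0.08, adjusted p 0.839, 34 of 45 higher), but did without starved N2 replicate 2 (median 0.27, adjusted p 0.0115). In the fits of all libraries they were higher in starved zip2 (median 0.19, adjusted p 0.00192, 41 of 45 higher) and lower in starved cep1 (median -0.21, adjusted p 0.0124, 39 of 45 lower), with 0 members called in each of the 3 comparisons. The paired fits called 3 members higher and 1 lower in efk1 and 0 in zip2. Neither zip2 nor cep1 passed under fry (0.827 and 0.782). The zip2 adjusted p was 0.415 without starved N2 replicate 3, and without starved zip2 replicate 2 the list passed in the opposite direction (median -0.11, adjusted p 0.0281). The direction in zip2 thus rests on that library. The cep1 adjusted p was 0.643 without starved N2 replicate 2. In fed cep1 electron transport genes were lower too (median -0.24, adjusted p 4.34e-04, 44 of 45 lower, under fry 0.703). That call was lost without fed N2 replicate 1 (adjusted p 0.0609). The decrease in cep1 is thus not confined to starved animals. Ribosomal protein genes moved the same way, lower in fed cep1 (75 of 78, median -0.48, camera adjusted p 2.83e-09) and starved cep1 (70 of 78, -0.35, 2.16e-05). They were higher in starved zip2 (78 of 78, 0.26, 8.24e-08). The shifts of electron transport genes are therefore not shown to be particular to that list. Base and nucleotide excision repair did not pass in starved zip2 (adjusted p 0.694 and 0.172) or in starved cep1 (0.531 and 0.606). The other DNA damage genes were lower in starved efk1 (median -0.29, adjusted p 8.24e-05) and starved zip2 (-0.18, 0.00915), did not pass in starved cep1 (0.478), and had negative medians in the efk1 (-0.26, 8.57e-04), zip2 (-0.36, 2.89e-05) and cep1 (-0.49, 6.17e-06) interactions. The paired fits called 17 of the 32 lower in starved efk1 (20 adjusted over the list alone) and 0 in starved zip2. In fed cep1 these genes were higher (median 0.61, adjusted p 1.15e-06), as were base (0.57, 0.0271) and nucleotide excision repair genes (0.43, 0.0271), and they were higher in fed zip2 (0.19, 0.00921). Of 6 fits without 1 library, base excision repair lost its fed cep1 call in 3 (adjusted p up to 0.310). Nucleotide excision repair lost it in 2 (up to 0.415). The other DNA damage list lost its call in 2 of 6 in fed zip2 (up to 0.725) and in starved zip2 (up to 0.217). In the efk1 interaction it did so in 1 of 12 (0.137). None of these list tests passed under fry in the unpaired fit. Collagens were higher in starved efk1 than in starved N2 (20 of 135 genes were lower, median 1.42, adjusted p 1.02e-17), 12 called over all genes and 76 adjusted over the list alone. The paired fit called 88 collagens higher and 1 lower. Oocyte genes, like the repair lists, were lower in starved efk1 (13 of 13, median -0.53, camera adjusted p 0.00254). That oocyte call was lost in 2 of 6 fits without 1 library.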

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

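The splits of the libraries were fixed in kind before the results were seen, while the tests of gene families and of developmental timing were chosen once the interaction genes were known.

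The efk1 interaction was singled out because the starvation response differed between efk1 and N2 for 39 genes, each with a more positive response in efk1. Of 100 splits of the starved and fed libraries, 1, the real one, gave as many genes (41 in a fit of only these groups, against at most 22 in another split). The count is fragile: 7 of 12 fits without 1 library called 0 genes, among them the fits without fed N2 replicate 2 and without starved efk1 replicate 2, and without fed efk1 replicate 2 it was 16. Of the 39 genes, 22 remained once families with several members in the set were removed. Families were told by gene name, so clone-named genes such as F45D11.14 could not be removed. How far reads shared between paralogs account for the set thus stays open. The set includes 8 fipr and 5 collagen genes.

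All 39 genes had a lower mean in fed efk1 than in fed N2 (20 called), and 37 were higher in starved efk1 than in starved N2 (12 called). Choosing genes by a positive interaction in these libraries favours both directions, so neither count is evidence about the fed or the starved state. Developmental timing may contribute: 14 of the 39 genes were called lower in starved N2, as collagens were, a direction which the choice of genes also favours. The others were not, and efk1 and N2 animals cannot be told apart in age and in genotype here. What keeps this open is that stage can be read only from transcripts, which genotype may change as well. Of other lists that mark stage, yolk genes had a positive efk1 interaction too (median 1.64, adjusted p 5.17e-04, under fry 0.372). Major sperm proteins did as well (median 0.42, adjusted p 0.0237), a call lost in 8 of 12 fits without 1 library. Oocyte genes (0.22, 0.478) and sperm genes (0.23, 0.418) did not pass. The 39 genes also had a positive zip2 interaction (39 of 39, median 0.66 against 2.15 in efk1), with 0 genes called, so a part shared with zip2 through the common N2 libraries stays open. An effect of efk-1 itself also stays open and was not tested separately.

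The largest interaction among the genes chosen by the fixed rule was that of F45D11.14, at 10.46. It was at 0 counts in all 3 fed efk1 libraries, at 9.14 ± 4.19 CPM in fed N2, and at 130 ± 77.9 and 146 ± 107 CPM in starved efk1 and starved N2. The fitted value depends on the zero counts and is not a fold. The difference lies in the fed libraries, since the starved means differ by less than their SD. Its call was lost in 11 of 12 fits without 1 library, with an adjusted p of 0.161 without fed N2 replicate 2.

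fipr-6 had an interaction of 2.97. It went from 12.8 ± 5.09 to 3.13 ± 1.67 CPM in N2 and from 6.54 ± 1.00 to 12.8 ± 2.52 CPM in efk1 (SD, n = 3). It lies in a family of similar genes, 8 of which are among the 39, so reads shared within the family could carry one change to several names. The test above, in which 22 genes were left without such families, leaves this open for fipr-6 itself. Its call was lost in 9 of 12 fits without 1 library, with an adjusted p of 0.174 without fed N2 replicate 2.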

How the results depend on the processing

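The replicate block in fits of only the groups compared, alone and for the lists with fry or an estimated correlation, was chosen after seeing the data. Where no cause is named, the cause was not tested.

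DESeq2's size factors in place of TMM moved 1 count by over 1.5 times, the cep1 interaction (4 genes), and took the efk1 interaction from 39 genes to 30 and starved efk1 from 306 to 273. They moved no list or named gene across the threshold. Without an expression filter the efk1 interaction called 21 genes and the cep1 interaction 3, the starvation responses of efk1, zip2 and cep1 correlated with N2 at 0.611, 0.654 and 0.598 (more genes near the detection limit enter), and electron transport in starved against fed N2 passed with an adjusted p of 0.0245. Oocyte genes in fed cep1 also passed without the filter. So did base and nucleotide excision repair in the cep1 interaction, which had adjusted p 0.0864 and 0.0704 with it. A 2-fold minimum left 3391 genes for starvation in N2. Over genes called in either strain the N2 and efk1 responses correlated at 0.895. DESeq2 called 1665 genes for fed cep1, 522 for starved efk1, 110 for the efk1 interaction and 64 for the cep1 interaction.

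Fits of only the groups compared called 2056 genes for starved against fed cep1, 409 for fed efk1, 142 for fed cep1, 177 for starved efk1, 8 for starved cep1 and 54 genes lower in all 3 mutants. Fewer residual degrees of freedom do not explain all of this, since starved against fed efk1 rose from 4024 to 5361. Replicates agreed better in fed efk1 (r 0.988 to 0.989) than in starved cep1 (0.953 to 0.969). The spread pooled over 8 groups may thus be too small for cep1, which would raise its main counts. The replicate block in all 24 libraries moved 1 count by over 1.5 times, the cep1 interaction (13 genes), and 58 list tests passed against 57, with genes raised by fasting in fed zip2 gained (adjusted p 0.0410). In the fits of only the groups compared, the block gave 3614 genes for starved against fed zip2, 1616 for starved against fed cep1, 381 for fed efk1, 119 for fed zip2, 78 for fed cep1, 49 for starved cep1 and 42 lower in all 3 mutants. For starved efk1 it gave 4461, where the numbers were taken to pair the libraries. For starved zip2, taken as paired too, it gave 288, within 1.5 times of the main 207, although the genes higher went from 7 to 45. Among base and nucleotide excision repair genes in starved efk1 it called 10 and 13 lower, against 0 and 0 without the block. Elsewhere the numbers were not taken to pair the libraries.

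Under fry 11 list tests passed and with the estimated correlation 0, against 57 with the preset correlation. Under fry the adjusted p was 0.268 and 0.266 for base and nucleotide excision repair in starved efk1, and 0.827 and 0.782 for electron transport in starved zip2 and starved cep1. With the estimated correlation, base and nucleotide excision repair had 0.759 and 0.711 in starved against fed N2 and the same values in starved efk1, and electron transport 0.886 in starved zip2 and 0.904 in starved cep1. On the paired libraries, base and nucleotide excision repair in starved efk1 had 0.166 each under fry and 0.789 each with the estimated correlation, and electron transport in starved zip2 0.552 and 0.719.

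Across fits that each left out one library, the counts of starved against fed ranged from 3072 (without starved N2 replicate 2) to 4928 in N2, from 2348 (without starved efk1 replicate 2) to 4091 in efk1, from 3252 (without starved zip2 replicate 2) to 5830 in zip2 and from 2760 (without fed cep1 replicate 3) to 5173 in cep1. Against fed N2 they ranged from 58 (without fed efk1 replicate 1) to 238 in efk1, from 68 (without fed zip2 replicate 3) to 155 in zip2 and from 197 (without fed cep1 replicate 2) to 2140 (without fed cep1 replicate 3) in cep1. Against starved N2 they ranged from 159 (without starved efk1 replicate 3) to 313 in efk1 and from 272 (without starved N2 replicate 3) to 1711 in cep1. The genes lower in all 3 mutants numbered 73 (without starved cep1 replicate 1) to 161, the efk1 interaction 0 (without fed N2 replicate 2, among others) to 39, and the cep1 interaction 0 to 31 (without starved cep1 replicate 3). The correlation of the N2 and efk1 responses ranged from 0.821 (without starved efk1 replicate 2) to 0.855.

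cep-1 in fed libraries labelled cep1 ranged from -0.043 (reversed, without fed N2 replicate 1) to 0.67. For a list, reversed means that the direction given by camera changed. The median kept its sign for electron transport in starved efk1 without starved N2 replicate 1 (0.043). It also did so for nucleotide excision repair in starved cep1 without starved N2 replicate 3 (0.073). Adjusted p of electron transport ranged from 0.00202 (without starved N2 replicate 2) to 0.584 for starvation in N2, from 0.0115 (without starved N2 replicate 2) to 0.753 (reversed, without starved N2 replicate 1) in starved efk1, which also reversed without starved N2 replicate 3 (0.385) and without starved efk1 replicate 2 (0.202). It ranged from 1.40e-07 to 0.415 (without starved N2 replicate 3) in starved zip2, where without starved zip2 replicate 2 it passed reversed (0.0281, median -0.11). The range was 1.09e-06 to 0.643 (without starved N2 replicate 2) in starved cep1, and from 4.69e-08 to 0.874 (reversed, without starved zip2 replicate 2) in the zip2 interaction. In starved zip2 base excision repair ranged from 0.194 to 0.644 (reversed without starved N2 replicate 2 and without starved zip2 replicate 3) and nucleotide excision repair from 0.0245 (without starved N2 replicate 3) to 0.966 (reversed, without starved N2 replicate 2). In starved cep1 nucleotide excision repair ranged from 0.174 to 0.994 (reversed at 0.973 without starved N2 replicate 3). Without starved zip2 replicate 2, ribosomal proteins reversed in starved zip2 (1.74e-17 to 0.0578 over the fits) and in the zip2 interaction (6.96e-14 to 0.369), and major sperm proteins in starved zip2 (3.66e-05 to 0.635). Sperm genes in the cep1 interaction ranged from 2.01e-05 to 0.901 (reversed, without starved cep1 replicate 1).

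Among genes chosen by the fixed rule, 401 values kept their direction and side of the threshold over the alternatives and 43 lost their call, 30 of them in fits without one library. For efk-1, zip-2 and cep-1, 71 values kept both and 1, the cep-1 value above, reversed. The changes of efk-1 kept direction and side of the threshold in each alternative run. The simulated detection of 19% of 2-fold changes applies to comparisons in which few genes change. In any comparison with 3 libraries per group, a gene not called is not shown to be unchanged.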

Other observations

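The tests of male genes, of a response lacking in the mutants, of the relation to the starvation response, of the strain labels, of haf-6 and srw-85 and of ribosomal protein genes were chosen after the results they explain were seen. For the repair lists, the male list and the developmental tests, how far the value decides was settled after it was known.

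For each comparison of 3 libraries with 3, the gene counts were set against all splits of the 6 libraries. In each of the 10 comparisons (starved against fed in the 4 strains, and each mutant against N2 in fed and starved animals), 1 of the 10 splits, the real one, gave as many genes, and every other split gave 0. A share under 0.1 cannot be reached with 10 splits. For the zip2 and cep1 interactions 100 of 100 splits gave at least the observed 0 genes. List tests behaved differently: with the real split included, 8 of the 10 splits for starvation in N2, 6 for starved efk1, 8 for starved zip2 and 6 for starved cep1 put at least as many lists past the threshold as the real split. A low camera p value is thus common in these libraries whatever the grouping.

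The paired fit of starved efk1 and N2 called 4461 genes and that of starved zip2 and N2 288, each with 2 residual degrees of freedom. Of the 4 splits that part the same 3 pairs, 1, the real one, gave as many genes in each comparison, and the other splits gave 0. In 10 simulations with pair effects and no strain effect, 1 gene at most was called for efk1 and 1 for zip2, so a tendency of so small a fit to call too many genes does not explain either count. The labels record no pairing, so both counts depend on a pairing inferred from the values alone.

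The set of 166 genes lower in all 3 mutants belongs to no single mutation. Simulations of unchanged groups gave an overlap of 0 at most. They were drawn around the mean of the same N2 libraries, so they cannot decide whether a deviation of these libraries caused the overlap. The 118 genes called lower in fed animals too rest on other N2 libraries. Some other explanations are argued against. With every library thinned to the lowest total, 155 genes were found. The largest share on one chromosome was 30.2% of the 159 genes with a position, on chromosome II, against 17.8% of the genes tested, so the genes do not lie at one locus. A single variant of the N2 stock acting on genes elsewhere stays open and was not tested. Without families that have several members in the set, 113 genes were left. Families were told by gene name, so clone-named paralogs could remain, and reads shared between paralogs stay open. Of the 166, 118 were lower in all 3 mutants when fed too, so a starvation response lacking in the mutants is not the cause. In splits of the 12 starved libraries 2 of 100 gave as many genes as the real one (54 in fits of only the groups compared), and the other one gave 1009.

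A candidate explanation for this set is that the N2 samples held some males or male tissue. A list of 12 male-expressed genes, 6 of them above the expression filter, had a median log2 fold change of -1.12 between mutants and N2, at percentile 0.27 of 10000 random lists matched on expression, but these 6 genes had been looked at before. Of the other 6 members 2 matched no entry in the table, and 4 had not been looked at. The 4 had too few counts for the filter. Their summed level was 0.885 ± 0.406 CPM in N2 (SD, n = 6) and 0.395 ± 0.268 CPM in the mutants (SD, n = 18), with p = 0.00411 in a one-sided exact permutation test within condition over 48400 splits. The summed counts were 0 to 30 per library, and starved N2 replicate 2 stood at 0.271 CPM. None of the 6 tested genes is in the set. The most abundant, mab-3, was at 3.34 CPM in N2 and 1.61 CPM in the mutants, and try-5 at 1.99 and 0.987 CPM. cwp-4 was at 1.26 and 1.16 CPM and her-1 at 0.409 and 0.255 CPM. pkd-2 fell further, from 0.756 to 0.229 CPM, and cwp-1 from 0.499 to 0.0518 CPM. The more abundant members are thus far from absent in the mutants, while cwp-1 is nearly so. How many of these genes hermaphrodites also express was not tested. A difference in the history of the N2 stock against all mutant stocks stays open and was not tested.

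Strain labels were examined with the same set, each time with genes chosen in the other condition. In libraries labelled cep1 the highest median CPM of the set was 0.720, against lowest N2 values of 2.50 in starved and 1.58 in fed animals. These libraries thus differ from the N2 libraries of this series, although their cep-1 level was not called different from N2. The set may reflect males in the N2 samples or the history of the N2 stock. Wild-type animals of another culture are therefore not excluded, and the set does not show which mutation these libraries carry. Starved zip2 replicate 1, whose zip-2 level was near N2, had a median of 0.167 CPM and lies with the other zip2 libraries.

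Embryonic transcripts were examined because starved animals were 8 h older. Of a list of 14 early embryonic genes 4 passed the filter. All 4 were higher in starved N2, with a median log2 fold change of 2.16, at percentile 99.7 of 10000 random lists matched on expression. Embryos or older animals among the starved worms are a candidate source. With so few genes, and with age tied to starvation in the design, an effect of starvation on these genes stays open.

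Differences of efk1 from N2 ran against the starvation response. Across genes, log2 fold changes of fed efk1 against N2 correlated with the starvation response of zip2, which shares no library with them, at r = -0.329, and those of starved efk1 at r = -0.407. In fed animals such a relation is not particular to efk1. Fed cep1 against N2 correlated with the starvation responses of efk1 and zip2 at r = 0.340 and 0.350, in the opposite sense. Fed zip2 correlated with those of efk1 and cep1 at -0.128 and -0.125. Starved zip2 gave 0.026 and -0.047 with the responses of efk1 and cep1. Starved cep1 gave 0.134 and 0.196 with those of efk1 and zip2. Starved efk1 gave -0.448 with the cep1 response, so in starved animals a negative relation of this size was seen in efk1 alone. The relation in fed animals argues against a smaller starvation response of efk1 alone. Slower developmental progress of the efk1 animals is one possible explanation: 19 of 19 oocyte and yolk genes were lower in fed efk1, with 0 called over all genes and the 6 yolk genes called when adjusted over the list alone. In the paired fit of starved efk1, all 13 oocyte genes were lower and 11 were called over all genes. Of the 6 yolk genes 4 were lower there, with 1 called lower and 1 higher. Stage and genotype cannot be told apart, because stage was not measured apart from these transcripts and the lists lose their call under fry.

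The 34 base and nucleotide excision repair genes together had a median log2 fold change of -0.38 in starved efk1 against N2. Random lists matched on expression and on the starvation response of zip2 had a median of -0.21, and the percentile of the repair genes among 10000 such lists was 0. The genome-wide relation would thus account for a part of the shift. All 13 oocyte genes were lower in starved efk1 too (median -0.49), so the shift is not shown to be particular to repair genes. The paired fit called 10 of the 11 base and 13 of the 23 nucleotide excision repair genes lower. Random lists lack the correlation between genes of one pathway, and with an estimated correlation both lists lost their call in the unpaired libraries (adjusted p 0.759 and 0.711) and in the paired ones (0.789 each). Under fry the paired libraries gave 0.166 for each list. If the pairing holds, the paired calls of single genes show lower levels. They do not show whether the lists fall further than the genome-wide relation, so this stays open.

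Background variants near the mutated genes could mark strains. Outside the shared set, genes called in both conditions within 1 Mb of the targeted gene were 0 of 385 for efk1, 1 of 232 for zip2 and 7 of 381 for cep1. One-sided Fisher's exact tests against all other genes gave p = 1, p = 0.197 and p = 0.115 (adjusted 1, 0.295 and 0.295), too few genes to decide.

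haf-6 and srw-85, singled out after their values were seen, were higher in efk1 and zip2 in both conditions and not called in cep1. For haf-6 the larger log2 fold change of cep1 against the same N2 libraries was 0.13, which argues against a low value of the N2 libraries as the cause. For srw-85 it was 1.57 from 0 to 2 counts in starved N2, and that does not decide. Of the 2 genes 0 lie on chromosome III, which holds efk-1 and zip-2 (haf-6 is on I and srw-85 on V). A linked variant that acts on nearby genes would not reach them, but one acting on other chromosomes stays open. A history shared by the efk1 and zip2 stocks stays open and was not tested.

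Ribosomal protein genes followed the composition of the starved libraries. Their median log2 CPM, not scaled by the TMM factor, correlated with the TMM factor at r = -0.786 over 12 starved libraries (Spearman -0.797, permutation p 0.00227 and 0.00274, adjusted for 2 conditions 0.00454 and 0.00548). Without the 2 libraries farthest from the median factor r was -0.585. In the 12 fed libraries r was -0.464 (Spearman -0.476, permutation p 0.128 and 0.119) and -0.182 without the 2 farthest. Library composition may thus move ribosomal protein lists between starved groups, but biology that changes both cannot be told apart from it, because the factor is computed from the same libraries.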
